A study of Mus musculus with 8 samples.

How the data were processed

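Acetylation of histone H3 at lysine 27 (H3K27ac), a mark of active promoters and enhancers, was measured by chromatin immunoprecipitation and sequencing (ChIP-seq) in microglial nuclei of wild-type (WT) mice and of mice without a functional Grn gene (GrnKO). Grn encodes progranulin, a secreted protein that reaches lysosomes. Per the labels' protocols, nuclei were fixed, stained and sorted from frozen brain tissue of mice aged 2 years as positive for the myeloid transcription factor PU.1 and negative for OLIG2 and NEUN. Each replicate was a pool of nuclei from 2 mice, and each genotype had 2 replicates. Every replicate had an H3K27ac library and an input library, which is sonicated chromatin sequenced without immunoprecipitation, so that 8 libraries entered the work. All columns of values in the table were matched to a sample through the titles in the labels.

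The deposited table lists 129304 regions, each 800 bp wide, with an annotation of the genomic feature at each region and the nearest promoter. Per the file headers, the regions are a merged list of reproducible ATAC-seq peaks, the source list carries labels of other knockout lines, and the values were made with HOMER-style tag directories. The unit of the values is a signal: the authors scaled the tags of each region to 10000000 tags per library, by the library total that the file headers give. Values are called scaled tags in the text. Neither the headers nor the labels used here state the aligner, the genome build or the handling of duplicate reads. Coordinates are given as the table gives them, without a build name. The table pairs each region with a gene symbol, and those names were used as they stand. Of 18707 symbols in the table, 18280 were current symbols and 18643 were current or older symbols of the GRCm38.p6 gene table. Its coordinates were used only to check the build: of 126225 regions matched by symbol and chromosome, the start site implied by the table lay within 10 bp of a gene end for 50.3%, and no build was assigned.

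Multiplying the values by the library totals returned whole aligned read ends for 100% of the values in all 8 columns, at 2 ends per tag. The total per H3K27ac library ranged from 15491642.5 to 20030832 tags, and the total per input library from 4078179 to 14415969 tags. The floor of detection was set at 3 tags, which is 1.94 and 1.63 scaled tags in WT replicates 1 and 2 and 1.83 and 1.50 scaled tags in GrnKO replicates 1 and 2. Reads carried no molecular identifiers in the values used, so confidence intervals and floors cover counting error only.

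The design written before the data were examined had edgeR's quasi-likelihood test on counts as its main test, with limma on log2(value + 1) as the test to use if the table held no counts. The deposited values were scaled signal, so limma was the main test. The design named TMM normalization for the count test and no normalization for the limma test, and TMM was kept. TMM factors were 0.825 and 1.04 in WT and 1.08 and 1.08 in GrnKO. The test used R 4.3.3, limma 3.58.1 and edgeR 4.0.16. Regions were kept by edgeR's filterByExpr by genotype on the recovered tags with a minimum of 10, which left 80728 regions. A linear model with genotype as its only term was fitted to the 4 H3K27ac libraries (lmFit, and eBayes with trend), and p-values were adjusted by the Benjamini-Hochberg method at 0.05. All log2 changes are on the log2(value + 1) scale, which understates the change of regions with low values. The replicate numbers come from the sample titles, and samples that share a number are different mice.

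For gene sets, tags were summed over all regions that the table assigns to a gene, and limma's camera was run, two-sided, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 7 sets. The sets were written from general knowledge before the data were examined. Camera was run on the limma fit, not on an edgeR fit as the design had it. The position of differing regions was tested with Fisher's exact test, two-sided, against the other tested regions. Shares of tags were compared by an exact permutation test, for which 2 libraries against 2 allow no p under 0.333. The text names the 5 regions in each direction with the smallest p among those past the threshold whose GrnKO values both lie on the same side of both WT values, with at most 1 region per nearest gene. It also names the Grn regions, and the 3 genes with the smallest p in the direction of each set past the threshold. Loci were formed by joining differing regions of one direction within 10000 bp. Features named outside this rule were chosen after their values were seen.

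The limma, edgeR and DESeq2 tests of regions, and the camera and fry tests of sets, were checked on simulated tags. These were drawn as whole tags from the means and totals of the real libraries, with the dispersion of their read ends. In a simulation over 76291 regions the limma test recovered 18.3% of 93 regions changed by 1 on the log2 scale and 56.8% of 95 regions changed by 2, and 6 of the 77 regions it called were unchanged. No other regions were changed in the simulation, while 7843 of 80728 tested regions were called in the real libraries. The adjusted threshold was therefore stricter in the simulation, and these rates do not give the recovery in the real data. For a set of 40 genes shifted by 0.5 among 13958 genes, camera gave a median change of 0.50, and 0 of 50 unshifted sets had an unadjusted p under 0.05. Under fry 3 of the 50 did. Regions were drawn independently, so the simulated genes had no inter-gene correlation. The check therefore does not show that camera keeps its error rate where genes are correlated.

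Alternatives planned before the data were examined covered the normalization, the filter, the pseudocount, the thresholds, overlapping regions, a block for the replicate number, leaving out each replicate in turn, the input libraries, and DESeq2 1.42.0 run on the recovered reads. Chosen after the data were seen were the edgeR test on recovered reads, array weights, and leave-one-out fits restricted to the regions tested with 4 libraries. That last alternative was introduced after the planned leave-one-out fits, in which each fit had its own filter, had been seen. The split of differing regions by signal strength was also added after the data were seen. The marker genes of other cell types were first summed after the same filter, which left fewer than 80% of the genes of each set, and were then tested without it. No check of GC content and no search for sequence motifs was made. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.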

Results

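H3K27ac was profiled in sorted PU.1-positive microglial nuclei from brains of WT and GrnKO C57BL/6 mice aged 2 years, to ask how loss of Grn changes the regulatory landscape of these cells. The data comprised 2 H3K27ac libraries and 2 input libraries per genotype, each from a pool of 2 mice. The WT H3K27ac libraries held 15491642.5 and 18433104 tags and the GrnKO libraries 16348961.5 and 20030832 tags. The input libraries were shallower, with 4078179 and 9351991 tags in WT and 14415969 and 4900176 tags in GrnKO. Values were scaled tags, which are tags at a library total of 10000000, in 129304 accessible regions of 800 bp, of which 80728 passed the filter on low tags and were tested.

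The share of tags in the listed regions measures how well the immunoprecipitation enriched them. It was 49.4% in WT replicate 1, 63.3% in WT replicate 2, 64.8% in GrnKO replicate 1 and 65.7% in GrnKO replicate 2, with a tag in overlapping regions counted in each. The mean was 56.3% ± 9.87 (SD, n = 2) in WT and 65.3% ± 0.609 (SD, n = 2) in GrnKO. The difference was smaller than the spread between the WT replicates, and the exact permutation test, two-sided, gave p = 0.333, the smallest p that 2 libraries against 2 allow. Among 97799 non-overlapping regions the share in WT replicate 1 was 31.9% (95% exact Clopper-Pearson confidence interval 31.9 to 32.0%), against 40.9% in WT replicate 2 (40.9 to 40.9%). In the inputs the share was between 4.02% and 4.79% over all listed regions, and between 3.09% and 3.64% over the non-overlapping ones. The alternative that moved the difference between genotypes most was leaving out a WT replicate, which gave 1.93 to 15.9 percentage points. The median ratio of H3K27ac to the input of the same pool was 7.09 ± 2.34 in WT and 6.46 ± 2.52 in GrnKO (SD, n = 2 each). The difference was within the spread of replicates. In replicates 1 and 2 the ratio was 8.75 and 5.44 in WT, and 4.68 and 8.24 in GrnKO. It fell as the input total rose, so it cannot rank the libraries by enrichment. The median input value was 0 except in GrnKO replicate 1. The share of tags in regions, divided by that of the input, was lowest in WT replicate 1, at 10.31. It was 15.16 in WT replicate 2, and 13.96 and 16.35 in GrnKO replicates 1 and 2. With a pseudocount of 5 in place of 1 the mean ratios to input were 2.44 and 2.52.

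**Figure D1:**
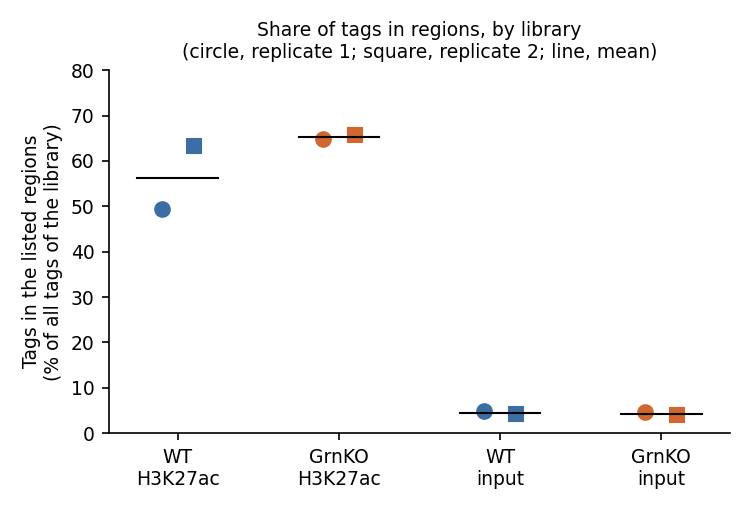
Share of each library's tags (%, vertical axis) that fell in the listed regions, for H3K27ac and input libraries of WT (blue) and GrnKO (orange). Circles are replicate 1, squares are replicate 2 and lines are means; WT replicate 1 sits at 49.4%, and the other H3K27ac libraries lie between 63.3% and 65.7%.

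Across tested regions, which are not independent replicates, Pearson's r of log2 values was 0.899 between the WT replicates, 0.944 between the GrnKO replicates and 0.846 to 0.878 between genotypes. The common biological coefficient of variation was 0.300. The replicate libraries differed by more than sampling noise, with a chi-square per degree of freedom of 5.31 for the WT pair and 3.52 for the GrnKO pair, and were counted as separate samples. Without the filter this order did not hold: r was 0.900 between the WT replicates, and 0.910 and 0.915 between WT replicate 2 and the GrnKO libraries.

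The targeted gene was examined first as a check of the labels. The table assigned 10 regions on chromosome 11 to Grn. Means in this paragraph are in the authors' scaling, and log2 changes are after TMM scaling unless stated. The promoter region at 102429909 to 102430709 held 294 and 311 scaled tags in the WT libraries and 0 in both GrnKO libraries, which is at least 182-fold lower given the floor of 3 tags. The same held for 3 regions in intron 1 of 12, starting at 102430808, 102431807 and 102432407. Their WT means were 199 ± 8.51, 214 ± 25.4 and 139 ± 35.5 scaled tags (SD, n = 2), both GrnKO libraries had 0, and the values were at least 119.2-fold, 129-fold and 83.3-fold lower. In the promoter region at 102429291 to 102430091 the mean fell from 579 ± 8.41 to 6.92 ± 0.601 (SD, n = 2; log2 change -6.41, SE 0.26, limma adjusted p = 1.75e-10), and the log2 change was -6.20 in the authors' scaling. The upstream intergenic region at 102428898 to 102429698 fell from 468 ± 20.5 to 113 ± 0.368 (log2 change -2.27, SE 0.17, limma adjusted p = 6.76e-07; -2.05 in the authors' scaling). A region in intron 7 of 12, at 102434169 to 102434969, changed the other way, from 3.45 ± 3.95 to 43.0 ± 9.78 (log2 change 3.51, SE 0.67, limma adjusted p = 0.0025). The other 3 regions, at the 3′ end, held too few tags to be tested. The libraries therefore matched their genotype labels at Grn, under all alternatives that gave a value for these regions.

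**Figure D2:**
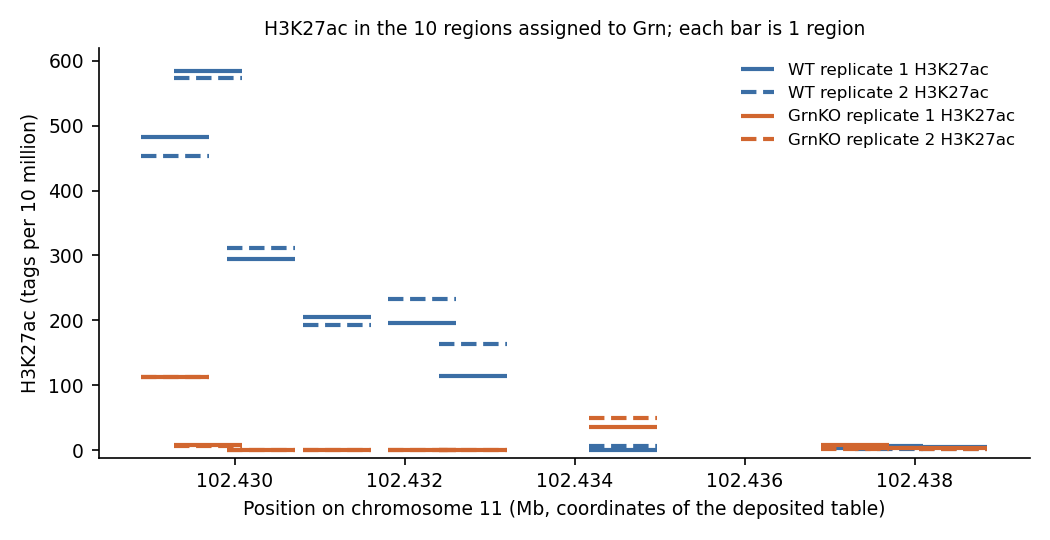
H3K27ac in scaled tags, in the authors' scaling (vertical axis, linear) in the 10 regions assigned to Grn, by position on chromosome 11 (horizontal axis, Mb). Each bar spans 1 region of 1 library, with WT in blue, GrnKO in orange, replicate 1 solid and replicate 2 dashed. GrnKO bars lie at 0 for the regions starting at 102429909, 102430808, 102431807 and 102432407, and above WT in intron 7.

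Of the 80728 tested regions, 7843 differed between genotypes (limma, Benjamini-Hochberg adjusted p under 0.05). Of these, 5488 (70.0%) were higher and 2355 were lower in GrnKO. At least a 2-fold change was present in 5055 of them, of which 4210 were higher and 845 lower. An unadjusted p under 0.05 was reached by 19293 regions. The GrnKO values lay both above or both below the WT values in 52.7% of tested regions, against 33.3% by chance. They lay above in 21808 regions and below in 20702. The split by direction differed with signal strength. The tested regions were ranked by mean signal into 4 groups of 20182. Of the 584 differing regions in the lowest group 87.2% were higher, against 53.0% of 3035 in the highest. The trend was smaller among all tested regions, of which 53.4% in the lowest group and 43.0% in the highest had a positive log2 change. The split of differing regions also depended on the scaling. With the authors' scaling to library totals alone, 6916 regions differed, of which 6583 (95.2%) were higher and 333 lower, and the median log2 change of all tested regions was 0.22 instead of -0.0020. The edgeR quasi-likelihood test on the recovered reads called 6925 regions, of which 4905 were higher and 2020 lower.

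**Figure D3:**
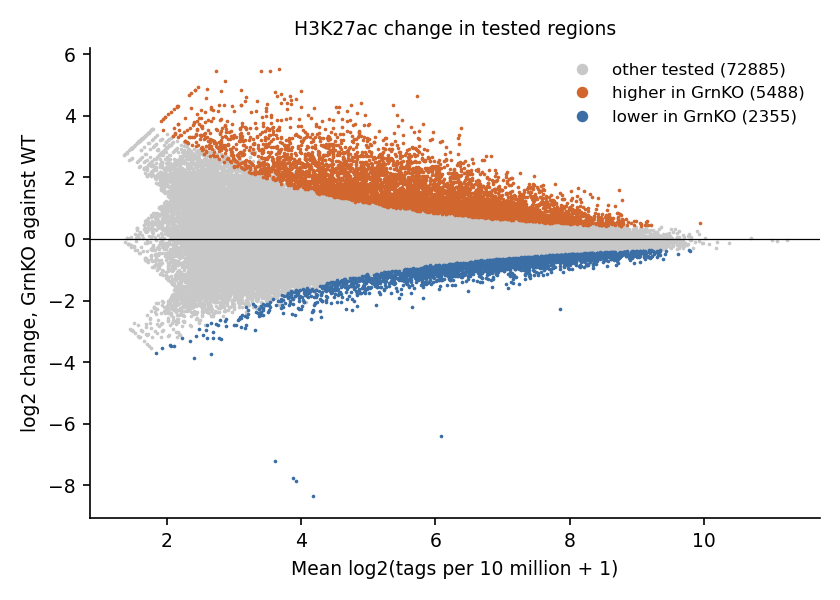
Log2 change of H3K27ac (GrnKO against WT, vertical axis) against the mean log2 of scaled tags plus 1 (horizontal axis) for the tested regions. Each point is a region, with 5488 higher regions in orange, 2355 lower regions in blue and other tested regions in grey; the lowest points, down to a log2 change of -8.36, are Grn regions.

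The higher region with the smallest p lay in intron 1 of 10 of Gpnmb, on chromosome 6 at 49036688 to 49037488. After TMM scaling, its mean rose from 9.67 ± 1.82 to 262 ± 30.5 scaled tags (SD, n = 2; log2 change 4.63, SE 0.29, limma adjusted p = 1.1e-07). An intergenic region at 49012829 to 49013629 on the same chromosome, nearest to 4930563H07Rik, rose from 27.04 ± 1.58 to 237 ± 4.09. The other regions of this group were an intergenic region nearest to 4933427D06Rik (chromosome 6, 89001696 to 89002496; log2 change 3.62), an intergenic region nearest to Gm4832 (chromosome 17, 88131719 to 88132519; log2 change 2.69) and a region in intron 2 of 11 of Hpse (chromosome 5, 100709840 to 100710640; log2 change 3.74). Apart from Grn, the lower regions with the smallest p changed less. A region in intron 11 of 14 of Pecam1 (chromosome 11, 106679691 to 106680491) fell from 161 ± 10.4 to 48.7 ± 1.07 (log2 change -1.70, SE 0.23, limma adjusted p = 0.000113). The others lay in intron 1 of 23 of Fam91a1 (chromosome 15, 58416475 to 58417275; log2 change -1.54), between genes near Gm33619 (chromosome 10, 21191792 to 21192592; log2 change -1.46) and in intron 2 of 5 of 6030468B19Rik (chromosome 11, 117799003 to 117799803; log2 change -1.40).

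**Figure D4:**
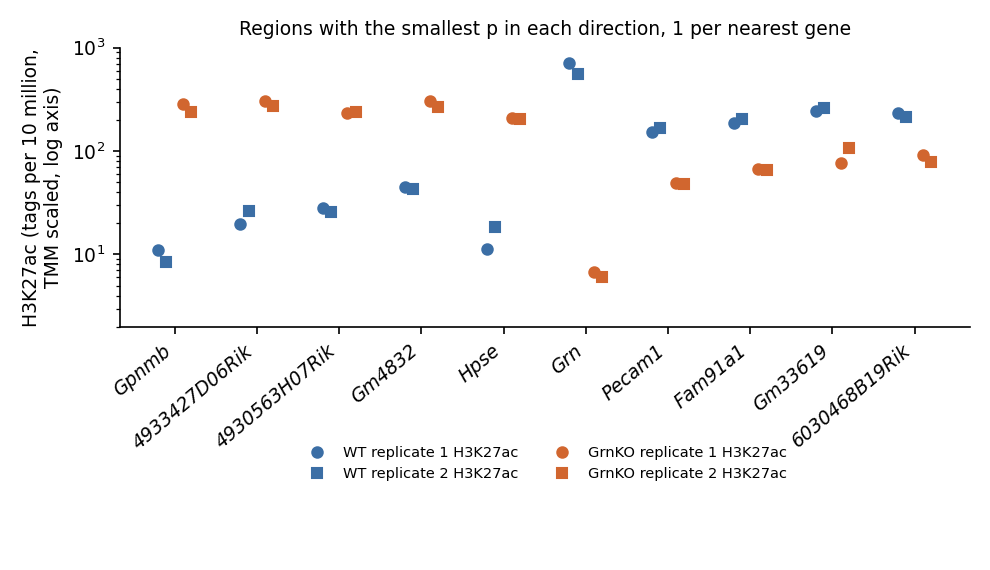
TMM-scaled scaled tags (vertical axis, log scale) in each H3K27ac library for the regions with the smallest p in each direction, labelled by nearest gene. WT is blue, GrnKO is orange, circles are replicate 1 and squares replicate 2; at Gpnmb the mean is 9.67 in WT and 262 in GrnKO.

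The position of the differing regions was compared with that of the other 72885 tested regions. Of the higher regions, 14.1% lay within 1000 bp of a transcription start site, against 28.2% of the others (odds ratio 0.418, 95% confidence interval 0.386 to 0.452, Fisher's exact test p = 4.22e-128). Of the lower regions, 14.8% did (odds ratio 0.442, 0.393 to 0.496, Fisher's exact test p = 4.54e-52). Regions are not independent replicates, so these p-values describe these libraries. Because a targeted allele can carry flanking DNA of another strain, regions within 10 Mb of Grn were compared with the rest of the genome. They made up 1.53% of differing and 1.54% of other tested regions (odds ratio 0.996, 95% confidence interval 0.817 to 1.20, Fisher's exact test p = 1).

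Gene sets fixed before the data were examined were tested on tags summed per gene over 15380 genes, of which 2219 differed (1469 higher, 750 lower). The lysosome set had a median log2 change of 0.32 over 70 genes, of which 29 passed the threshold over all genes as higher and 0 as lower (camera adjusted p = 2.71e-11). The set of genes of disease-associated microglia, a state described in mouse models of neurodegeneration, had a median of 0.53 over 37 genes, with 23 higher and 1 lower past the threshold (camera adjusted p = 1.11e-13). The homeostatic microglia set had a median of -0.18 over 32 genes, with 0 higher and 11 lower (camera adjusted p = 1.66e-06), and the antigen presentation set had a median of -0.36 over 19 genes, with 1 higher and 2 lower (camera adjusted p = 0.0159). The sets for interferon response (-0.04, camera adjusted p = 0.185), inflammatory response (0.06, camera adjusted p = 0.61) and complement (-0.22, camera adjusted p = 0.168) did not pass the threshold. The antigen presentation median moved most without WT replicate 1, to -0.098, and the other 6 medians moved most with the authors' scaling, along with the median of all genes. The p-values of the sets past the threshold were larger under the fry rotation test, which treats the libraries and not the genes as the replicates and gave adjusted p = 0.0337 for the lysosome and disease-associated sets, 0.0943 for the homeostatic set and 0.363 for antigen presentation. With the authors' scaling alone the median of all genes moved to 0.18, the homeostatic median was 0.0068, which is -0.17 relative to all genes, and its camera adjusted p was 0.0503.

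**Figure D5:**
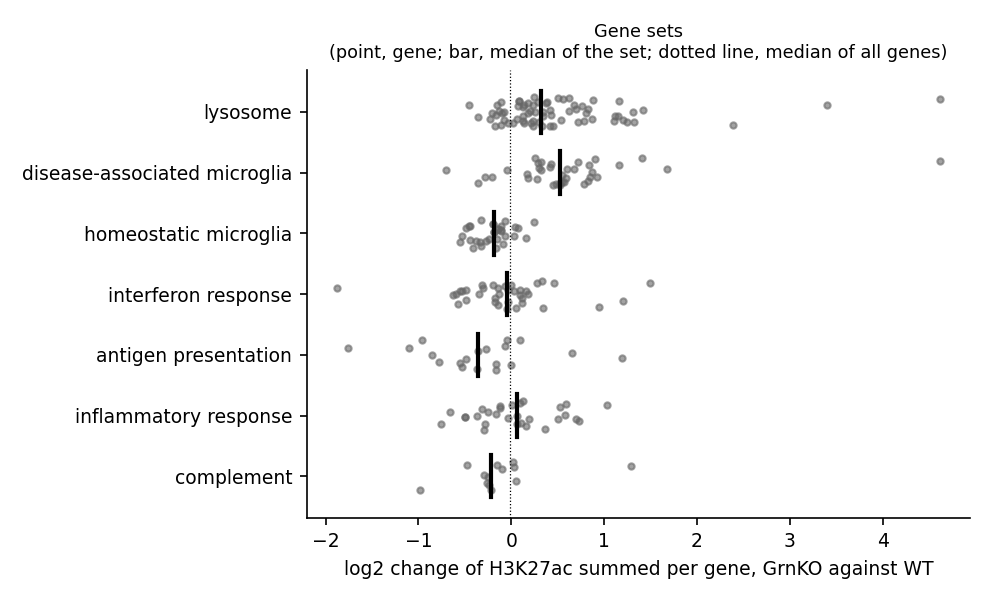
Log2 change of H3K27ac summed per gene (GrnKO against WT, horizontal axis) for the genes of 7 sets. Each point is a gene, black bars are set medians and the dotted line is the median of all genes; medians run from -0.36 for antigen presentation to 0.53 for disease-associated microglia, with TMM scaling, and the homeostatic median of -0.18 is 0.0068 with the authors' scaling.

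In the lysosome set the genes with the smallest p were Gpnmb (log2 change 4.61), Fnip2 (1.31) and Rragd (3.396). In the disease-associated set they were Gpnmb, Igf1 (1.68) and Cd63 (1.16). After TMM scaling Igf1 rose from 617 ± 41.5 to 1982 ± 296 scaled tags (SD, n = 2) over its 28 regions. In the homeostatic set they were Selplg (-0.53), Cx3cr1 (-0.38) and Nav3 (-0.44). In the antigen presentation set they were Cd74 (-0.85), H2-Eb1 (-0.96) and Psmb9 (-0.49), of which Psmb9 did not pass the threshold over all genes (limma adjusted p = 0.0661). Single genes past the threshold against the direction of their set, chosen after their values were seen, were Lpl in the disease-associated set (-0.70, limma adjusted p = 0.0146) and H2-D1 in the antigen presentation set (0.66, limma adjusted p = 0.0341).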

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

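The tests on the pattern below were chosen after it was seen.

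Signals outside the comparisons differed between replicate 1 and replicate 2 in both genotypes. At 8 regions within 1000 bp of the start of Y-linked genes, H3K27ac summed to 269.6 scaled tags in WT replicate 2 and 220.2 in GrnKO replicate 2, against 5.81 in WT replicate 1 and 0 in GrnKO replicate 1. At 3 regions assigned to Xist the order was the other way, with 81.7 scaled tags in WT replicate 1 and 128.4 in GrnKO replicate 1, against 0 and 5.49 in replicate 2. In the input libraries, which served only as background in the comparisons, the X-linked share of tags in regions on autosomes and X was 1.53 times as high in replicate 1 as in replicate 2 for WT, and 1.48 times for GrnKO. At the Y-linked regions the replicate 1 inputs held 0 tags in both genotypes, GrnKO replicate 1 being the deepest input, and the replicate 2 inputs held 40 tags in WT and 21 in GrnKO.

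A technical explanation is that reads of X-linked copies were counted at the Y-linked genes. Signal in replicate 1 was 1.19% of that in replicate 2, but this ratio is made of the values that drew attention to the pattern and decides nothing. The inputs bear on it: those of replicate 1 have the larger X-linked share, yet their signal at the Y-linked regions was 0% of that in replicate 2, where 10% was the limit, so shared reads were not borne out as the explanation. The other candidate explanation is that the pools of replicate 1 and replicate 2 came from mice of different sex. The test asked for an X-linked share of input tags at least 1.5 times as high in replicate 1 in both genotypes, and the smaller ratio was 1.48, so that test did not settle it. With 11 regions of piled-up input tags left out, a step that was not part of the test, the ratios were 1.57 in WT and 1.58 in GrnKO. The Y-linked tags in the inputs, which do not depend on acetylation, point the same way as the Xist values. The labels used here give no sex, so different sex of the pools, favoured by these values, is written as a hypothesis found on the same data. If it holds, sex would be balanced over genotypes and part of the spread between replicates.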

How the results depend on the processing

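Over all results, 376 values were computed under alternatives, and 323 were counted as kept. These kept their direction and their side of the threshold, or moved by less than a limit. The limit was the spread of replicates, 1.5 times for counts, and a fixed margin for the percentage of regions that were higher. For gene sets, direction is that of camera, which compares a set with all other genes, and the size of a median was not part of the rule where a p was given. By the sign of the plain median, interferon response went from -0.04 to 0.14 with the authors' scaling (-0.03 relative to all genes in both), and inflammatory response from 0.06 to -0.00019 among promoter-proximal regions; neither passed the threshold. Of the others, 4 became weaker, 3 stronger, 6 reversed and 40 moved. Except where a value below shows it, the cause was not tested. Of the 376 values, 90 belong to regions named for their small p in these data, and 83 of these were among the 323. Such regions, and those of the targeted gene, had little room to change side. The tally is therefore not a measure of robustness.

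The number of differing regions, 7843, ranged from 5055 to 11710 under the alternatives other than the contrast with input. With the authors' scaling alone 333 regions were lower and 95.2% of the differing regions were higher; the shift of the median of all regions by 0.22 shows the cause. Of the 7843 regions, 5608 were also called with that scaling. Without the filter 1171 regions were lower and 80.4% were higher. Under a threshold of at least 2-fold 5055 regions differed, 845 were lower and 83.3% were higher. With an adjusted p under 0.1, 4174 were lower, and among non-overlapping regions 1555. The edgeR test on whole tags called 7785 regions, DESeq2 called 7612 and array weights gave 8727. The contrast of the H3K27ac effect minus the input effect called 0 regions, with 0 higher and 0 lower, where 6009 regions had an unadjusted p under 0.05; the percent higher could not be given. In that contrast 1758 of the 7843 regions had a log2 change of opposite sign, and the median of all tested regions was -0.33. Between 43.1% and 91.3% of regions held 0 tags in an input library; whether this depth accounts for the result of the contrast was not tested. In the inputs alone 0 regions differed between genotypes, with 1189 at an unadjusted p under 0.05.

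With the replicate number as a block, 11391 regions differed, of which 7403 were higher and 3988 lower, and all 7843 regions of the fit without the block were among them. At the Grn region starting at 102429291 the limma adjusted p went from 1.75e-10 to 2.02e-115 at an unchanged log2 change of -6.41. P-values that small cannot rest on the spread of 4 libraries at a single region. The larger count under the block is therefore not a sign of a firmer result. The correlation of the deviations of same-numbered samples was 0.034 over tested regions and 0.237 over the 1757 on X and Y, and same-numbered samples are different mice. The gene sets stayed on their side of the threshold under the block.

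Leaving out a replicate allows no test, so regions changed at least 2-fold were counted. With each fit filtered on its own libraries they numbered from 20226 to 23537 across the 4 fits, against 14118 with all libraries, and from 54.999% to 62.3% of them were higher, against 67.8%. The lowest share came without WT replicate 2. On the regions tested with 4 libraries, an alternative added after these values were seen, the count ran from 15440 to 18517 and the share from 59.9% to 66.9%. Leave-one-out values could not be given for the calls, for the Fisher tests and for the block. Whether a called region keeps its direction when a replicate is left out is nearly fixed in advance, because the values of the genotypes do not overlap at called regions, and it was not used. The Grn log2 changes ranged from -2.46 to -2.06 at 102428898, -7.90 to -7.81 at 102431807, -7.40 to -7.08 at 102432407 and 2.53 to 4.50 at 102434169. The difference in the share of tags in regions, GrnKO minus WT, ranged from 1.93 to 15.9 percentage points. The median ratio to input ranged from 5.44 to 8.75 in WT and from 4.68 to 8.24 in GrnKO.

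The odds ratio near Grn, 0.996, changed side of 1 in 6 alternatives without any passing the threshold: 1.01 with DESeq2 size factors, 1.00 without the filter, 1.04 with the replicate block, 1.07 with DESeq2, 1.06 with edgeR on read ends and 1.04 with an adjusted p under 0.1. The promoter odds ratios kept their direction and passed the threshold under the alternatives run.

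The lysosome and disease-associated sets passed the threshold with the same direction under each of the alternatives that gave a p. The homeostatic set did not pass with the authors' scaling (median 0.0068, adjusted p 0.0503) or with fry (-0.18, adjusted p 0.0943). Antigen presentation did not pass with an inter-gene correlation of 0.05 (-0.36, adjusted p 0.0695) or with fry (-0.36, adjusted p 0.363). Complement passed among promoter-proximal regions (-0.24, adjusted p 0.00481) and with regions as units (-0.19, adjusted p 0.0111), where interferon response passed too (-0.15, adjusted p 0.0177). In the fits without a replicate the medians ranged from 0.25 to 0.39 (lysosome), 0.43 to 0.60 (disease-associated), -0.23 to -0.17 (homeostatic), -0.10 to -0.01 (interferon), -0.50 to -0.10 (antigen presentation), 0.0042 to 0.081 (inflammatory) and -0.23 to -0.031 (complement). In simulation fry gave an adjusted p of 0.121 for a set shifted by 0.5, where 50 unshifted sets were drawn with it. Fewer sets were tested in the real libraries, so adjusted p-values of the simulated and the real sets are not comparable. Whether fry would miss a shift of 0.5 with 2 libraries per genotype is therefore not shown.

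The ratio to input was 16.6 in WT and 16.7 in GrnKO within 1000 bp of a start site, and 2.44 and 2.52 with a pseudocount of 5. The mean r between genotypes was 0.899 without the filter and 0.834 with a prior count of 0.5. Among the 90 alternatives for named regions, 7 moved, in fits that left out a replicate.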

Other observations

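The tests on marker genes of other cell types and on the relation to signal strength were chosen after the result each concerns was seen.

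More of the differing regions were higher than lower in GrnKO. Over all tested regions the split was nearer to even, with both GrnKO values above both WT values in 21808 and below in 20702. WT replicate 1, with 49.4% of its tags in regions, was weighed as a source of the excess. Without it, 62.3% of regions changed at least 2-fold were higher, above the 55% set as the limit, and 66.9% on the regions tested with 4 libraries. Without WT replicate 2 the share was 54.999%, so its size depends on which WT library is used. Among autosomal regions 69.4% of differing regions were higher. Under cyclic loess, meant to remove a bias with abundance, the share was 69.2%, but loess changed the values little, and over 4 groups of tested regions ranked by mean signal the share fell from 87.2% in the lowest through 84.03% and 76.97% to 53.0% in the highest. Among all tested regions of these groups, differing or not, the share with a positive log2 change fell less, from 53.4% through 51.9% and 51.1% to 43.0%. The split by signal was computed after the other values were seen. A bias related to signal strength cannot be excluded. The medians of marker genes of oligodendrocytes (-0.37), neurons (-0.24) and astrocytes (-0.054) were not raised in GrnKO. Lymphocyte markers (median -0.030) had 60% of their genes with a value, which makes that check void, and those of border macrophages or monocytes had a median of 0.0069, not distinguishable from no change. The excess cannot be told apart from a contribution of these last cell types or from such a bias. It also depends on the scaling, and a difference in total H3K27ac between genotypes cannot be measured without an external standard.

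Differing regions next to one another changed in the same direction. The explanation that the same reads were counted in overlapping windows was not borne out: among 1440 neighbouring pairs that do not overlap and lie within 5000 bp, 99.5% shared a direction, against 57.98% expected from the split alone. Pairs 5000 to 50000 bp apart did so in 87.6% of 1539 cases. GC content was not tested. The 5488 higher regions formed 2781 loci and the 2355 lower regions 1351 loci. The locus with the most higher regions lay on chromosome 6 at 89255728 to 89300431, where 19 of 20 tested regions were higher, nearest to 4930512J16Rik. The locus with the most lower regions lay on chromosome 5 at 113812467 to 113843593, near Tmem119 and Selplg, where 13 of 21 were lower. Both loci were picked after their values were seen.

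The lysosome and disease-associated microglia sets were both higher in GrnKO, and 7 genes belong to both. Without those genes the lysosome set had a median of 0.26 and a camera adjusted p of 1.84e-08, so the shared genes alone do not account for it. The median of the disease-associated set lay at percentile 100 of 10000 random gene lists matched on mean signal. The cause may be biological, but GC content and the presence of other myeloid cells (median of their markers 0.0069) were not excluded, and it stays a hypothesis.

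In intron 7 of Grn, H3K27ac was at 36.1 and 49.9 scaled tags in GrnKO against 0.65 and 6.24 in WT. The 4 regions with starts from 102429909 to 102432407 were at 0 in GrnKO. No test on the sequence of the allele was run.

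In 84 regions every input library was above every H3K27ac library. Of these 24 were tested and 2 were called differing. The highest, at the Crebzf promoter on chromosome 7 at 90441669 to 90442469, held 702 to 3764 scaled tags in the inputs and 91.1 to 124.8 in the H3K27ac libraries.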
